# RNA sequencing analysis of the developing chicken retina

**DOI:** 10.1038/sdata.2016.117

**Published:** 2016-12-20

**Authors:** Christophe J. Langouet-Astrie, Annamarie L. Meinsen, Emily R. Grunwald, Stephen D. Turner, Raymond A. Enke

**Keywords:** Transcriptomics, Differentiation, Data publication and archiving, Computational neuroscience

## Abstract

RNA sequencing transcriptome analysis using massively parallel next generation sequencing technology provides the capability to understand global changes in gene expression throughout a range of tissue samples. Development of the vertebrate retina requires complex temporal orchestration of transcriptional activation and repression. The chicken embryo (*Gallus gallus*) is a classic model system for studying developmental biology and retinogenesis. Existing retinal transcriptome projects have been critical to the vision research community for studying aspects of murine and human retinogenesis, however, there are currently no publicly available data sets describing the developing chicken retinal transcriptome. Here we used Illumina RNA sequencing (RNA-seq) analysis to characterize the mRNA transcriptome of the developing chicken retina in an effort to identify genes critical for retinal development in this important model organism. These data will be valuable to the vision research community for characterizing global changes in gene expression between ocular tissues and critical developmental time points during retinogenesis in the chicken retina.

## Background & Summary

Next-generation sequencing technology has allowed for extensive transcriptome analysis of a wide range of species both with and without reference genome assemblies^1,2^. These RNA sequencing (RNA-seq) analyses have become the gold standard for in depth characterization of global changes in gene expression as well as the accumulation of novel transcript isoforms. Once made publicly available, genome-wide experiments also provide the research community with valuable data that can be subsequently mined to further scientific knowledge. Detailed curation of these datasets is paramount for accurate interpretation, widespread dissemination, and repurposing of data.

The experiment described here is part of a larger ongoing project within the James Madison University’s Center for Genome & Metagenome Studies (CGEMS) investigating transcriptional regulation in the developing vertebrate retina. Within the developing retina, precise transcriptional regulation is critical for proper differentiation of specialized subclasses of retinal neurons and glial support cells^3^. Insights into these complex regulatory networks are critical for further understanding molecular mechanisms that drive human retinal development as well as for crafting novel strategies to combat blinding human diseases that affect the retina. Because developmental processes are highly conserved among vertebrate species, the chicken (*Gallus gallus*) embryo is a reliable and practical model system for studying organogenesis. Developmental staging of the chicken embryo has been characterized in meticulous detail for 65 years^4^. Embryo development is rapid, completing its entire program from blastula to hatchling in 21 days. Chick embryos are particularly useful for studying ocular development compared to other model organisms as their developmental eyes are easily accessible for experimentation due to their relatively large size. Recent resequencing and improvement of the chicken genome assembly combined with newly developed molecular tools for genetic manipulation of this model system have contributed to a renaissance of using the chicken embryo as a robust model to study retinal development^5^.

During chick retinal development, embryonic day 8 (E8) and embryonic day 18 represent early and late retinal developmental time points with respect to cellular differentiation of retinal neurons. The early E8 retina is packed with multipotent precursor cells while the E18 retina is nearly mature with photoreceptor (PR), bipolar, amacrine, horizontal, and ganglion cell neurons as well as Muller glial cells having differentiated from these multipotent precursors (Fig. 1) (ref. 5). Precursor cells yet to exit the cell cycle as well as each of these specialized retinal cell types are known to express developmental and cell type-specific genes, however the full detail of these specific expression patterns is yet to be defined^6^. Only recently have transcriptome experiments began to be employed as a tool to dissect global changes in gene expression during chick retinal development. A recent study using an elegant reporter system followed by cell capture and RNA-seq analysis, characterized differential gene expression of rod and cone photoreceptor differentiation during chick retinal development^7^. Focusing solely on this one important class of retinal neuron, Enright and colleagues were able to identify hundreds of differentially expressed genes involved in diverse cellular processes contributing to the birth of chicken photoreceptors^7^. Currently, there are no publicly available data sets characterizing the whole chicken retina transcriptome during development.

This focus of this project is to characterize the mRNA transcriptome of the developing chicken retina in an effort to identify genes critical for differentiation of the six major retinal cell types as well as their derivative cell subtypes in this important model organism. The developmental points chosen were E8 (Fig. 1a–c), E16 (Fig. 1d–f), and E18 (Fig. 1g–j), which provides transcriptional information for early, middle/late, and late retinal development respectively. E18 whole cornea (Fig. 1h) was also included in this analysis as a non-retinal reference tissue. These analyses were conducted using Illumina RNA-seq in tandem with a bioinformatics pipeline to ensure sequence quality (Fig. 2) and for robust eukaryotic transcriptome analysis (Fig. 3).

## Methods

### Embryos

All embryo experiments were conducted with the approval of the James Madison University Institutional Animal Care and Use Committee and in accordance with the National Institutes of Health guide for the care and use of laboratory animals. Fertilized pathogen free commercial Cobb/Hubbard F1 hybrid eggs were obtained from George’s Hatchery (Harrisonburg, VA) and incubated in a rocking chamber held at 38 °C and 50–60% humidity until specified incubation days.

### Tissue processing, histology & imaging

Chicken embryos were harvested and euthanized at specified days incubated by decapitation. Intact eyes were enucleated and placed in cold PBS. Whole embryos were imaged using an iPhone6 and whole eyes were imaged using a Stemi SV 6 stereo microscope (Zeiss) equipped with 18.2 Color Mosaic camera (SPOT). Eyecups were prepared by piercing and cutting around the limbus to dissect away the anterior segment, lens, and vitreous. Isolated corneas were saved for subsequent RNA extraction. For histology, eyecups were fixed in 4% paraformaldahyde in 1× PBS for 25 min on ice and then equilibrated for 2–24 hours in 25% sucrose in 1× PBS. Equilibrated eyecups were transferred into a 2:1 mixture of 25% sucrose:OCT compound (Electron Microscopy Sciences) on ice for 30 min and then flash frozen in the same solution in a Tissue-Tek Cryomold (Sakura Finetek) and stored at −80 °C. 10 μm thick frozen serial sections were prepared using a CM3050 S Research Cryostat (Leica) with the object and chamber temperatures set to −22 °C and −28 °C respectively. Frozen sections were thawed, H&E stained, and imaged using an EclipseTE2000 inverted microscope (Nikon) and processed with NIS Elements software (Nikon). For retinal dissection, eyecups were incubated for 20 min in HBSS modified media without calcium or magnesium (HBSS -Ca,-Mg;HyClone) at 37 °C to dissociate the retinal pigment epithelium (RPE) layer from the outermost layer of the retina. Retinas were then isolated by tearing away the sclera and gently peeling away the RPE layer. Isolated retinas and corneas were briefly rinsed in cold HBSS -Ca, -Mg. Retinas were immediately transferred to RLT+ lysis buffer (Qiagen; AllPrep kit) containing 2-Mercaptoethanol (Sigma) and vortexed vigorously to dissociate the tissue. Corneas were flash frozen and ground into a fine powder using a mortar and pestle prior to being transferred to RLT+/BME lysis buffer solution and vortexed. Samples were stored long term in lysis buffer at −80 °C.

### Total RNA isolation

Total RNA was collected from eight embryonic chicken ocular tissues (Table 1). Whole retinas were harvested from E8 (Fig. 1a–c), E16 (Fig. 1d–f), and E18 (Fig. 1g–j) developing chicken embryos as well as whole corneas collected from E18 embryos (Fig. 1h). Duplicates were obtained for each time point and total RNA was extracted from samples using a Qiagen AllPrep Mini Kit with an on column DNaseI treatment step per the manufacturer’s instructions. Isolated RNAs were eluted in nuclease free water, validated for quality and quantity using UV spectrophotometry, and stored long term at −80 °C. RNAs with a OD260/280 ratio between 1.9 and 2.1 were deemed high quality.

### RNA preparation and sequencing

Total RNA samples chosen for characterization of global mRNA expression were submitted to the Cold Spring Harbor Laboratory DNA Sequencing Center for Bioanalyzer quality control analysis (Agilent) and Illumina Next Generation Sequencing. All submitted samples had RNA integrity number (RIN) >8. Stranded TrueSeq libraries with poly dT enrichment were prepared from total RNA from each of the four samples in biological duplicate according to the manufacture’s protocol. The resulting average size of the cDNA libraries was approximately 300 bp. Libraries for the 8 cDNA samples were sequenced using the Illumina NextSeq 500 sequencing platform yielding 28.6–72.2 million 125 bp paired end sequence reads per sample (Table 2; Fig. 3b).

### Quality validation and read mapping

Between 28.7 and 72.2 million paired end sequence reads were obtained per sample from the Cold Spring Harbor Laboratory DNA Sequencing Center (Table 2). Quality of individual sequences were evaluated using FastQC analysis (see Code Availability 1), including per base sequence quality analysis which plots the Phred quality score distribution on the y axis for each read generated per sample for each nucleotide base call plotted on the x axis (Fig. 2). Figure 2 demonstrates that all 16 FASTQ sequencing files have an average per base Phred score >28, a conventional threshold denoting high quality base calls. Figure 3a demonstrates our experimental overview including the bioinformatics pipeline employed following quality validation of sequence reads. High quality sequence reads were aligned to the UCSC Gallus gallus reference genome (galGal4) using STAR^1^ for ultrafast transcript assembly (see Code Availability 2). The percentage of uniquely mapped reads ranged from 73 to 85% (Table 2; Fig. 3b). Further quality validation of the data set was assessed using mapped reads from each sample.

### Data transformation and downstream analysis

Differential gene expression between samples was quantified at the gene level using the read summarization program featureCounts (see Code Availability 3)^2^. From this point on, all data analysis was conducted using R programing language and related packages. The output matrix from featureCounts^8^ was input into the bioconductor package DESeq2 (see Code Availability 4)^9^. This package was used to normalize the count data with a negative binomial distribution and values were log_2_ transformed. Statistical plots principal component analysis (PCA) and distance matrix analysis were generated with the same package to assess variance between sample groups and sample replicates (Fig. 3c,d). Ensembl gene IDs mapping to predicted genes were excluded and the Benjamini-Hochberg False Discovery Rate^10^ procedure was used to re-estimate the adjusted *P*-values for Ensembl gene IDs^11^ mapping to known genes.

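Whole retina from chicken embryos at embryonic day (E) 8, E16 and E18 and whole cornea at E18 were each represented by 2 libraries, 8 in all. The deposited table gives 1 value per gene and library, which is the number of reads that the authors counted on the gene divided by 1 DESeq2 size factor for that library. Because every value in a library is a whole multiple of the value of 1 read, the whole reads were recovered for 100% of the values. The reads on genes came to 45670254 and 27107459 for E8 retina replicates 1 and 2, and to 23564482 and 29827992 for E16 retina. They came to 20288742 and 33517176 for E18 retina, and to 15662779 and 25481358 for E18 cornea. The size factors ran from 0.542 in E18 cornea replicate 1 to 1.71 in E8 retina replicate 1. A gene with at most 3 reads was treated as being at the limit of detection, which is 0.0657 reads scaled to the library total (RPM) in the deepest library and 0.192 RPM in the shallowest. Tests were run on log2(normalized count + 1) with limma, using all 8 libraries in 1 model with 1 term per group, on the 13194 genes that passed edgeR's filterByExpr. Fold changes are on that scale, which understates the change of low genes. A gene was called when its adjusted p was under 0.05 after Benjamini-Hochberg adjustment over the genes tested. The paper also removed predicted genes before adjusting. Restricting the adjustment to the 11683 tested genes with a gene name gave 7858 genes called between E18 and E8 retina, 7599 between E16 and E8 retina, 2300 between E18 and E16 retina and 8389 between E18 retina and E18 cornea.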

### Code availability

The following software and versions were used for quality control and data analysis as described in the main text:

1. FastQC, version 0.11.4 was used for quality analysis of raw FASTQ sequencing data: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/
2. STAR, version 2.5.1b was used for mapping of sequence reads to the chicken galGal4 genome assembly: https://github.com/alexdobin/STAR/releases
3. FeatureCounts, version 1.5.0 was used for differential gene expression analysis: http://bioinf.wehi.edu.au/featureCounts/
4. DESeq2, version 1.6.2 was used for normalization and visualization of differential gene expression analysis output: http://bioconductor.org/packages/DESeq2

All code used for quality assessment and data analysis in this study is available at: https://github.com/stephenturner/langouetastrie-scidata2016-chicken-rnaseq-retina-code.

## Data Records

Raw FASTQ files for the RNA-seq libraries were deposited to the NCBI Sequence Read Archive (SRA) (Data Citation 1), and have been assigned BioProject accession PRJNA275440. Output from the transcripts were deposited to the NCBI Gene Expression Omnibus (GEO) with accession number GSE65938 providing access to all the data files (Table 1; Data Citation 2). 

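The table of normalized counts has 16700 genes. Of these, 14839 have at least 1 read in any library and 1861 are listed at 0 in all 8 libraries. A gene name is given for 13363 of them, while 3337 carry an Ensembl identifier in its place. Through symbols and synonyms, 12462 of the named genes were matched to the GRCg7b annotation, which is a later assembly than galGal4 and was used for names and neighbours alone. The names of 21 genes appear as calendar dates, 12 of them in September and 9 in March. The genes at 0 are not spread evenly through the table. A stretch of 1155 consecutive genes holds 1153 of them, or 99.8% of the stretch, against 4.55% elsewhere. Within it, all 10 genes whose names belong to ribosomal protein, proteasome and similar families are listed at 0, compared with 1 of 180 elsewhere. Genes such as GNAT2, KRT5, PMEL and HBAD fall in the stretch (chosen after their values were seen), so their listing at 0 is not a measure of their expression.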

Supplementary file GSE65938_GEOENKE-RNASEQ-normcounts.csv.gz contains the genome, counts, and normalized counts used to generate the statistical plots (Data Citation 2).

## Technical Validation

### Quality control-RNA integrity

Quality of total RNA fractions was assessed using an Agilent Bioanalyzer to calculate a RNA Integrity Number (RIN). The RIN algorithm determines the RNA quality of the samples with the highest quality having a score of 10. Conventional to NGS analysis, only RNA samples with a RIN >8 were used for sequencing analysis.

### RNA-Seq raw data quality

FastQC per base sequence quality analysis demonstrates mean Phred quality scores are well within the acceptable range for downstream analysis (Fig. 2). Between 21.0–61.5 million reads mapped reads were mapped to the chicken reference galGal4 genome assembly (Table 2). 

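The reads assigned to genes can be set beside the paper's mapped reads, which are the read pairs of Table 2 multiplied by the uniquely mapped percentage. On genes lay 74.2% and 74.0% of the mapped reads of the E8 retina replicates, 76.3% and 75.6% for E16 retina, 70.5% and 71.7% for E18 retina, and 74.6% and 73.2% for E18 cornea. Between 13514 and 13978 genes had at least 1 read per library, and between 11594 and 12579 had at least 10. The most abundant gene took 0.954% to 2.37% of the reads on genes in every library, and was EEF1A in E8 retina, GAPDH in E16 and E18 retina and COL1A2 in E18 cornea (chosen after their values were seen). The 100 most abundant genes took between 18.2% and 20.2% of the reads in the 6 retina libraries, and 31.2% and 32.9% in the 2 cornea libraries. The mitochondrial genes took 1.05% to 1.53% of the reads in retina, and 6.18% and 4.73% in cornea.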

PCA biplot and distance matrix confirm the similarity between biological replicates and variability between developmental time points respectively. In addition, the PCA plot displayed that sample type (PC1) and embryonic developmental day (PC2) account for 98.8% of the variability in gene expression (Fig. 3c,d).

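Euclidean distances were computed between libraries from DESeq2 rlog values of the 14839 genes with any reads. The 2 replicates of a group lay 46.3 apart for E8 retina, 38.1 for E16 retina, 32.4 for E18 retina and 46.7 for E18 cornea, a mean of 40.9. Between libraries of different groups the mean distance was 183, and the smallest, between E16 and E18 retina, was 57.3. Distances between E16 and E18 retina reached 66.4. From E8 retina, the distance was 150 to 160.0 to E16 retina and 165 to 172 to E18 retina. The cornea lay 227 to 246 from the retina libraries. Among all ways to part the 8 libraries into 4 pairs, the replicate pairs gave the smallest mean distance, and the next smallest was 54.1 (exact permutation test, one-sided, p = 0.00952, the smallest p that this test allows). Complete-linkage clustering joined the E16 and E18 retina first, then E8 retina and finally cornea. Of the genes tested, 7.34% differed by more than 2-fold between the E8 retina replicates, 4.30% for E16 retina, 2.93% for E18 retina and 6.59% for cornea. The replicate pairs also gave the smallest mean distance under the variance stabilizing transformation, log2(normalized count + 1), the 500 most variable genes, 1 minus the Spearman correlation and thinned reads, each with the same p. The paper states that the biplot and distance matrix show that replicates resemble one another and that developmental stages differ.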

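Principal component analysis of the rlog values of the 500 most variable genes put 82.7% of the variance on PC1 and 16.1% on PC2, together 98.8%, and the third component held 0.588%. On PC1, the mean scores were 33.4 ± 0.901 (SD, n = 2) for E8 retina, 36.8 ± 0.296 for E16 retina, 38.0 ± 1.68 for E18 retina and -108 ± 1.05 for E18 cornea. The difference between the tissues made up 99.9% of the PC1 variance. On PC2, the mean scores were 45.2 ± 2.65 for E8 retina, -18.2 ± 0.490 for E16 retina, -25.8 ± 0.0539 for E18 retina and -1.27 ± 0.203 for E18 cornea. The gap between E8 and E16 retina exceeded that between E16 and E18 retina, and on PC2 both exceeded the spread between replicates. The alternative that moved the share most was the use of all genes with any reads, which put 94.4% on the first 2 components and 28.9% on PC2. The share on PC2 alone depended on single libraries, and was 8.74% without E8 retina replicate 1, 9.97% without E8 retina replicate 2, 27.9% without E18 cornea replicate 1 and 28.1% without E18 cornea replicate 2. The paper's reasoning is that sample type, on PC1, and embryonic day, on PC2, account for the variability in gene expression, and it states 98.8%.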

## Usage Notes

The bioinformatics pipeline applied to our data set outlined in Fig. 3a was achieved using a collection of freely available, open access tools. These analyses however, are interchangeable with many other currently available tools. Our raw fastq data can be aligned to any available chicken reference genome, including the most recent 2011 galGal4 assembly, using a variety of freely available aligners. In this study we used the STAR genome aligner^12^, however, similar analysis may be achieved using the ‘new tuxedo’ pipeline^13^. Alignment of the fastq data in the form of bam files can be viewed using popular genome browser such as the UCSC Genome Browser^14^, the Ensembl Browser^11^ or the Broad Institute’s Integrative Genome Viewer (IGV)^15,16^. Here our differential gene expression analysis was carried out using DESeq2 (refs 9,^17^), however other publicly available packages such as egdeR^18^ or CuffDiff^1^ may also be used for this analysis. 

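The same 4 comparisons were run with 3 tools, and genes called by each were counted. Between E18 and E8 retina, edgeR called 8876 genes and DESeq2 8594, and all 3 tools called 8374, or 92.3% of the 9076 that any of them called. Between E16 and E8 retina, all 3 called 8111 of 8815 genes (92.0%). Between E18 retina and E18 cornea, all 3 called 8846 of 9816 genes (90.1%). Between E18 and E16 retina the share was lower, 2314 of 3148 genes (73.5%), and 346 genes were called by DESeq2 alone. Every gene called by all 3 had the same direction in each. edgeR and DESeq2 used the recovered whole reads, DESeq2 with its Wald test and edgeR with TMM normalization and its quasi-likelihood test. That edgeR test had been set out beforehand for a table of counts, and its use as an alternative was decided after seeing the data. The median difference in log2 fold change between limma and DESeq2 was at most 0.01 in each comparison. On simulated counts with 200 changed genes, limma recovered 86.5% of them, edgeR 88.0% and DESeq2 84.0%, none in the wrong direction, with 4.42%, 4.86% and 8.70% of calls falling on unchanged genes.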

An alternative to using genome aligners is to employ an alignment-free transcript quantification^19,20^ step followed by gene-level summation^21^ then differential expression analysis such as DESeq2 (refs 9,^17^). An alignment-free pipeline reduces the time of analysis as well as required computing power which may be beneficial for some users^19,20^.

Our data set will be useful for a variety of studies investigating developmental and tissue-specific changes in gene expression in the vertebrate retina. 

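Between E8 and E18 retina, limma with Benjamini-Hochberg adjustment called 8763 of the 13194 genes tested, 4624 higher and 4139 lower at E18. Between E8 and E16, 8495 genes were called, 4495 higher and 4000 lower at E16. Between E16 and E18, 2450 were called, 1411 higher and 1039 lower at E18. The median absolute log2 fold change of the called genes was 1.31, 1.26 and 0.80 in these 3 comparisons (1.28, 1.23 and 0.79 with genes at the limit of detection in 1 group set to their bound), against a median replicate SD of 0.188, 0.189 and 0.160. With a fold change of at least 2 required as well, 5599, 5313 and 813 genes were called. Apart from that requirement, the alternative that moved a count most was a fit of only the 4 libraries compared, which called 5638 genes between E18 and E16. For 83.9%, 83.1% and 74.0% of genes tested, the 2 libraries of 1 group lay above both of the other, where chance gives 33.3%. The genes below have the largest changes among called genes with a symbol, at least 10 CPM in the higher group and no overlap between the groups. GUCA1A rose from 0 to 3666 ± 68.3 normalized counts (SD, n = 2) between E8 and E18, at least 1247-fold higher. PRPH2 rose from 2.35 ± 0.836 to 10366 ± 267, or 3526-fold relative to the limit of 3 reads. Its E8 libraries had 3 reads each, so this is not a strict lower bound, and the limma estimate was 3144-fold. ARR3 rose from 8.13 ± 6.52 to 22893 ± 86.1 normalized counts, a log2 fold change of 11.51 (standard error 0.46, adjusted p = 1.75e-07 from limma with Benjamini-Hochberg adjustment), which was 10.70 without E8 replicate 1 and 12.31 without E8 replicate 2. SMC2 fell from 24551 ± 4582 to 27.3 ± 7.51 normalized counts, a log2 fold change of -9.78 (standard error 0.23), and E2F1 had -9.13. For BUB1 the log2 fold change was -9.23, which was -9.85 without E18 replicate 1 and -8.62 without E18 replicate 2. At E16, GUCA1A was at least 828-fold and LACTBL1 at least 943-fold higher than at E8, and ARR3 had a log2 fold change of 10.71 (9.90 without E8 replicate 1 and 11.51 without E8 replicate 2). The largest falls to E16 among these genes were those of SMC2 (-8.83), MELK (-8.50) and E2F1 (-8.34). From E16 to E18, GBE rose by a log2 fold change of 6.47 (standard error 0.89, adjusted p = 0.00475 from limma with Benjamini-Hochberg adjustment), which was 5.33 without E16 replicate 1 and 7.61 without E16 replicate 2. CCDC3 rose by 4.68, or 5.51 without E16 replicate 1 and 3.85 without E16 replicate 2, and CX3CL1 by 4.45. MLIP (-3.77), ATOH7 (-2.88) and TMSB10 (-2.46) had the largest falls among these genes. In the comparisons with E8, the 644 tested genes of chromosome Z stood lower than genes elsewhere by a median log2 shift of -0.53 at E18 and -0.66 at E16.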

There are however, several considerations that must be taken into account when using these data for downstream analysis. First, RNAs were extracted from whole retina or whole cornea without any enrichment for cell type. Therefore, resulting downstream analysis will be representative of heterogeneous mixtures of differing cell types within these tissues. 

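Lists of marker genes for 8 retinal cell types or states were read out in the whole-retina comparisons. Together with a cornea list they had 98 tested genes, of which limma with Benjamini-Hochberg adjustment called 86 between E18 and E8 retina (85 adjusted over the list alone). Between E16 and E8, 78 were called (78 adjusted over the list alone), and between E18 and E16, 28 (29 adjusted over the list alone, and 55 when only the 4 libraries compared were fitted). All 15 cell cycle genes tested were lower at E18 than at E8, with a median log2 fold change of -6.36, and 10 of 11 precursor genes were called lower (median -3.35). MKI67 fell from 19440 ± 4249 normalized counts (SD, n = 2) at E8 to 269 ± 37.3 at E16 and 233 ± 28.0 at E18, and TOP2A had a log2 fold change of -6.78 from E8 to E18. SOX2 fell by 1.11 on the log2 scale (adjusted p = 0.0311 from limma with Benjamini-Hochberg adjustment). All 19 photoreceptor genes were called higher at E18 than at E8 (median 8.09). GNAT1 was at least 642-fold higher at E18 than at E8. Between E16 and E18, 8 of the photoreceptor genes were called, all higher. Bipolar genes were called in 8 of 8 cases, 7 higher (median 3.69), and TRPM1 rose by 0.94 while VSX1 fell by 0.54 on the log2 scale. Of 10 amacrine genes 9 were called higher (median 2.82, or 2.42 with 2 genes at their bound), TFAP2B among them with 0.92, and TFAP2A was not called (adjusted p = 0.0768 from limma with Benjamini-Hochberg adjustment). Of 7 horizontal cell genes 5 were called, 4 higher (PROX1 0.42), and LHX1 was not (-0.15). Among 5 tested ganglion cell genes the median was -0.04 and the range -1.66 to 3.75, with SLC17A6 at the top and NEFM at 2.20. Of 8 Müller glia genes all were called, 6 higher (median 3.34). GLUL rose from 1049 ± 143 at E8 to 3426 ± 324 at E16 and 36836 ± 545 at E18. RLBP1 had reached 10273 ± 882 by E16 and was not called between E16 and E18 (log2 fold change 0.32, adjusted p = 0.236 from limma with Benjamini-Hochberg adjustment). Its E18 libraries (12294 and 13250 normalized counts) still both lay above its E16 libraries (9649 and 10896).

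**Figure D1:**
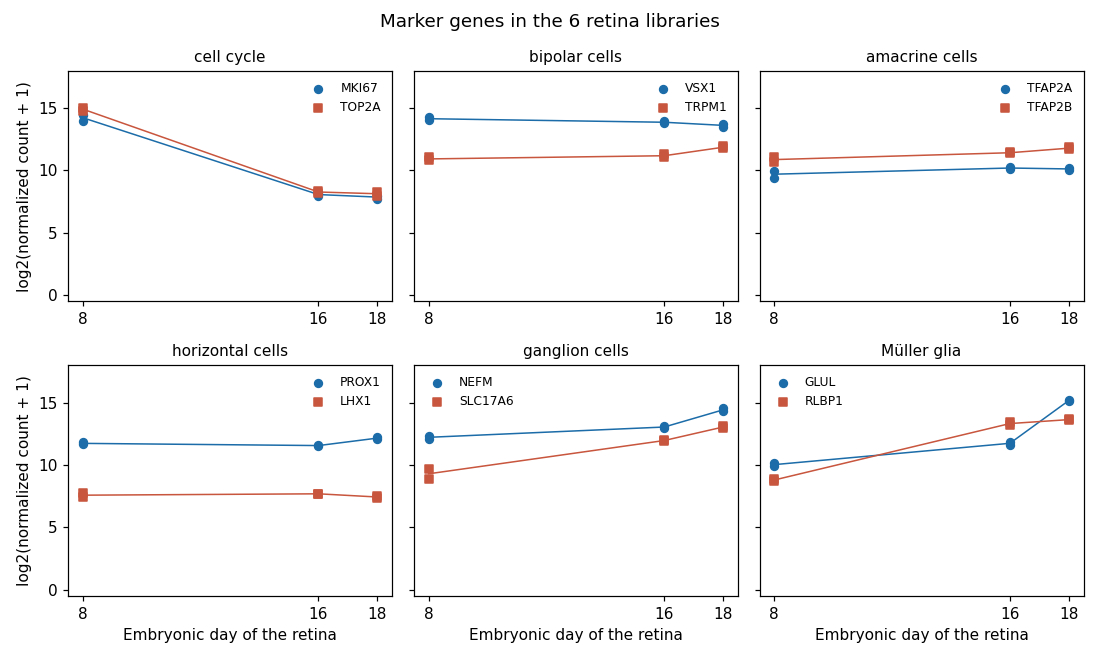
Expression of 2 genes of each of 6 marker lists against embryonic day, with log2(normalized count + 1) on the vertical axis. Each point is 1 of the 6 retina libraries and lines join the group means. MKI67 and TOP2A lie far lower at E16 and E18 than at E8, while GLUL rises most between E16 and E18.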

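Reads on rows named for RNAs that lack a poly(A) tail were summed, in classes chosen after the values were seen. The 157 rows of small nucleolar and Cajal body RNAs held 61.6 to 166 RPM in the 8 libraries. The row of 7SK RNA held 7.31 to 57.9 RPM, the lowest from 334 reads in E8 retina replicate 1 (Wilson 95% interval 6.57 to 8.14), and that of 5.8S ribosomal RNA held 4.34 to 23.9. The row of 5S ribosomal RNA held 1.49 to 4.09 and 9 rows of spliceosomal RNAs 2.16 to 5.04. The sum of each of these classes lay above the limit of 3 reads in every library. By single rows, 76 to 116 of the 157 small nucleolar and Cajal body rows did so, depending on the library. The 642 rows named for microRNAs held 0.669% to 1.07% of the reads, but 66.96% of those were on gga-mir-3533 and gga-mir-3527, chosen after their values were seen. In GRCg7b, gga-mir-3533 lies within ACTB, which has no row of its own in the table. The row of gga-mir-3527 stands among the mitochondrial genes, at the place of MT-CO2, which also has no row. At 213 of the microRNA rows no reads were counted in any library. The paper states that poly dT priming leaves out non-coding and other transcripts without a tail.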

Second, cDNA libraries were prepared using a poly dT primer, thus the data set is representative of only polyadenylated mRNA transcripts and does not represent non-coding RNA or other non-polyadenylated cellular transcripts. Additionally, usage of poly dT priming introduces a bias towards overrepresentation of the 3’ end of transcripts, particularly in the case of large transcripts. Finally, the quantity of sequenced and mapped reads per sample in this study (Table 2; Fig. 3b) is sufficient for robust differential gene expression analysis, however, is below the conventional threshold for thorough differential isoform analysis^22^. 

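The reads of every library were thinned at random to lower depths and the tests repeated. At 50% of the reads, which left 7828419 in the smallest library and 22838350 in the largest, 93.02% of the genes called between E18 and E8 retina were still called, as were 92.5% of those between E16 and E8, 82.4% between E18 and E16 and 94.0% between E18 retina and E18 cornea. At 25% of the reads the shares were 86.2%, 85.3%, 65.2% and 88.2%. At 10%, where the smallest library had 1566079 reads, they were 75.0%, 73.4%, 42.8% and 77.7%, and at 5% they were 63.9%, 61.5%, 23.0% and 67.8%. The comparison of E18 with E16 retina, in which changes were smallest, lost calls fastest as depth fell. The size of the loss depended on the tool, since edgeR kept 59.2% of its own calls in that comparison at 10% of the reads and 44.9% at 5%. The paper states that the quantity of reads suffices for differential gene expression analysis and lies below the usual threshold for isoforms.

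**Figure D2:**
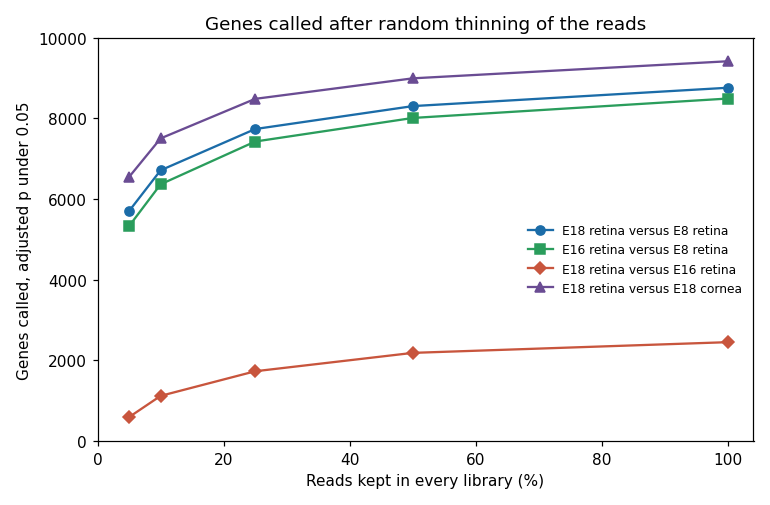
Number of genes called with an adjusted p under 0.05 (vertical axis) against the percentage of reads kept in every library (horizontal axis), from 5% to all reads, for the 4 comparisons. The count for E18 against E16 retina falls to 590 at 5%.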

Taking these considerations into account, these data will be a useful resource for the vision research community to thoroughly investigate critical changes in gene expression that take place during the complex process of vertebrate retinal development. Additionally, these data will be available to explore important tissue-specific comparisons in gene expression patterns between the retina and the cornea, two clinically relevant ocular tissues.

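Between E18 retina and E18 cornea, limma with Benjamini-Hochberg adjustment called 9420 of the 13194 genes tested, 4556 higher in retina and 4864 higher in cornea. The median absolute log2 fold change of called genes was 1.66 (1.63 with genes at the limit of detection set to their bound), against a median replicate SD of 0.202, and 6565 genes also had a fold change of at least 2. The 2 libraries of 1 tissue lay above both of the other for 87.2% of genes, where chance gives 33.3%. The genes with the largest changes named here were taken among called genes with a symbol, at least 10 CPM in the higher tissue and no overlap between the tissues. PRPH2 was at least 1873-fold higher in retina and RBP3 at least 3679-fold. In the other direction, KRT12 had 267609 ± 15456 normalized counts (SD, n = 2) in cornea and 3.02 ± 1.05 in retina. Relative to the limit of 3 reads it was 71196-fold higher in cornea. Its E18 retina libraries had 3 reads each, so this is not a strict lower bound, and the limma estimate was 67768-fold. LYPD2 was at least 14400-fold and OGN at least 7910-fold higher in cornea. All 15 tested genes of the cornea list were lower in retina, with a median log2 fold change of -11.05 (-10.39 with 5 genes at their bound). LUM had a log2 fold change of -14.29 (standard error 0.37, adjusted p = 2.07e-08 from limma with Benjamini-Hochberg adjustment). KERA was also detected in retina, with 618 ± 19.5 normalized counts against 89581 ± 313 in cornea, a log2 fold change of -7.18. Upper quartile normalization, run in edgeR's quasi-likelihood model, moved the median of all genes by -0.16. It left 9544 genes called, 4005 of them higher in retina, against 4507 of 9420 in that model with DESeq2's size factors. The paper proposes these data for the study of developmental and tissue-specific changes in expression.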

## Additional information

**How to cite this article:** Langouet-Astrie, C. J. *et al.* RNA sequencing analysis of the developing chicken retina. *Sci. Data* 3:160117 doi: 10.1038/sdata.2016.117 (2016).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

## Figures and Tables

**Figure 1:**
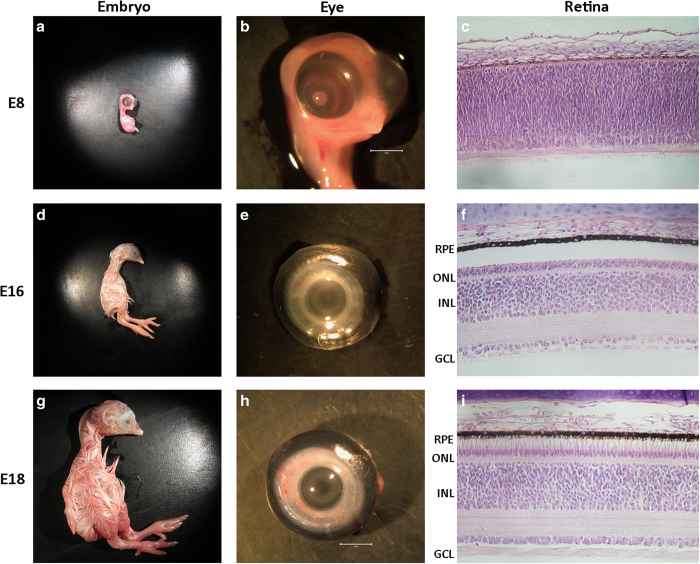
Overview of Gallus gallus embryo, eye, and retinal development. Image of embryonic day 8 (E8), E16 and E18 embryos (**a**,**d**,**g**), eyes (**b**,**e**,**h**) and H+E stained retinal cross sections (**c**,**f**,**i**). Cross section abbreviations: Retinal Pigmented Epithelium (RPE), Outer Nuclear Layer (ONL), Inner Nuclear Layer (INL), and Ganglion Cell Layer (GCL).

**Figure 2:**
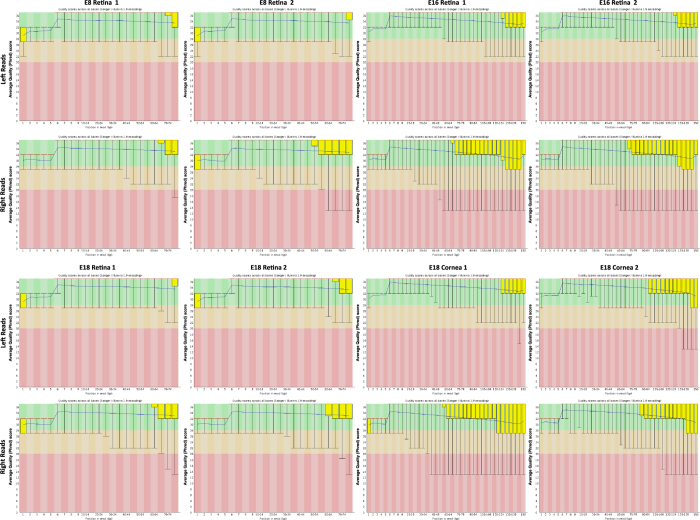
Quality assessment of raw FASTQ sequence data for 150 bp paired end left (1) and right (2) reads. Box and whisker plots demonstrate the distribution of per base quality for each left and right read position read for each of the 16 samples. Mean value is indicated by the blue line and the yellow box represents the interquartile range (25–75%) with the lower and upper whiskers represent the 10 and 90% points respectively. Plots were generated using the FastQC program (see Code Availability 1).

**Figure 3:**
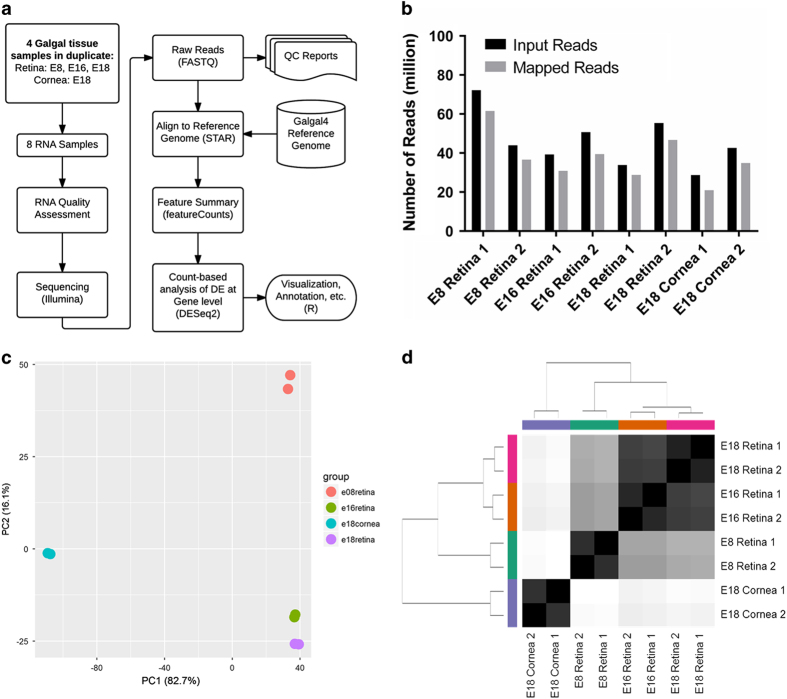
Experimental overview and assessment of read mapping and sample variance. (**a**) Flowchart of the RNA-seq experiment and data analysis. (**b**) STAR Alignment total number of raw reads compared to number of mapped reads listed per sample. Additional details about the alignment are listed in Table 2. (**c**) Principal Component Analysis (PCA) Biplot of RNA samples. The first principal component (PC1) is the tissue type (cornea versus retina) and the second principal component (PC2) is the embryonic stage day. (**d**) Hierarchical clustering analyses performed using DESeq2 rlog-normalized RNA-seq data^9,17^. Color code refers to the distance metric used for clustering with white being the lowest correlation value and black being the largest correlation value.

**Table 1:** RNA-seq profiling to evaluate developmental and tissue-specific retinal gene expression.

**Subject**	**Source**	**Sample**	**Method 1**	**Method 2**	**GEO Accession#**
Chicken 1	embryonic day 8 retina	E8 retina 1	total RNA extraction	RNA-seq	GSM1611468
Chicken 2	embryonic day 8 retina	E8 retina 2	total RNA extraction	RNA-seq	GSM1611469
Chicken 1	embryonic day 16 retina	E16 retina 1	total RNA extraction	RNA-seq	GSM1611466
Chicken 2	embryonic day 16 retina	E16 retina 2	total RNA extraction	RNA-seq	GSM1611467
Chicken 1	embryonic day 18 retina	E18 retina 1	total RNA extraction	RNA-seq	GSM1611470
Chicken 2	embryonic day 18 retina	E18 retina 2	total RNA extraction	RNA-seq	GSM1611471
Chicken 1	embryonic day 18 cornea	E18 cornea 1	total RNA extraction	RNA-seq	GSM1611472
Chicken 2	embryonic day 18 cornea	E18 cornea 2	total RNA extraction	RNA-seq	GSM1611473

**Table 2:** RNA-seq read statistics.

**Sample Name**	**Sequencer**	**Read Length (bp)**	**Million read-pairs**	**Uniquely mapped reads (%)**
E8 retina 1	Illumina NextSeq 500	2×125	72.21	85.2
E8 retina 2	Illumina NextSeq 500	2×125	43.93	83.4
E16 retina 1	Illumina NextSeq 500	2×125	39.32	78.5
E16 retina 2	Illumina NextSeq 500	2×125	50.71	77.8
E18 retina 1	Illumina NextSeq 500	2×125	33.89	84.9
E18 retina 2	Illumina NextSeq 500	2×125	55.36	84.4
E18 cornea 1	Illumina NextSeq 500	2×125	28.73	73.1
E18 cornea 2	Illumina NextSeq 500	2×125	42.63	81.7

How the deposited data were processed for this re-analysis (not part of the article)

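RNA from chicken retina at E8, E16 and E18 and from E18 cornea was sequenced in 8 libraries, 2 per group, as 125 bp paired end reads. The authors aligned the reads to galGal4 with STAR 2.5.1b, counted them on genes with featureCounts 1.5.0 and normalized the counts with DESeq2 1.6.2. The paper's text gives neither the annotation release, nor the use of strand in counting, nor the treatment of reads that overlap several genes, so genes that overlap or have near-identical copies are uncertain. The deposited table holds a signal per gene and library, which is the count divided by 1 size factor of the library as computed by the authors.

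Within each library the deposited values are whole multiples of 1 step, so whole reads were recovered by dividing by that step. The largest deviation from a whole number was 0.00017, and 100% of the values came out whole. The design set out beforehand assumed a table of counts, to be tested with edgeR's quasi-likelihood test and TMM normalization. A test on log-transformed values was its fallback for other units. Since the table holds size-factor-normalized values, that fallback, limma, gave the results at the claims, and count tests on the recovered reads are alternatives. Depth ranged from 15662779 to 45670254 reads on genes. Limits and intervals cover counting error alone, since reads carry no molecular identifiers.

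The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. limma was fitted to log2(value + 1) with 1 term per group over all 8 libraries, with eBayes and a mean-variance trend. Genes were kept by filterByExpr with a minimum count of 10, and adjusted p-values were called under 0.05 by the Benjamini-Hochberg procedure. Fold changes against a group with at most 3 reads in both libraries are given relative to 3 reads in its shallower library. They serve as lower bounds, but where a library of that group itself had 3 reads, counting error allows a smaller change. Principal components used rlog values, blind to the groups, of the 500 genes with the highest variance. Distances were Euclidean over rlog values of all genes with any reads. Gene names and neighbours came from the GRCg7b annotation, and no coordinates of it are given.

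The paper names no genes. Genes named here follow a rule set out before the values were seen. For each of the 4 comparisons they are the 3 largest rises and 3 largest falls among genes with a symbol, an adjusted p under 0.05, at least 10 CPM in the higher group and no overlap between the groups. Added to them are genes of 15 marker lists with 204 genes, written from general knowledge of the tissues. The lists cover retinal precursor cells, cell cycle, photoreceptors, bipolar, amacrine, horizontal and ganglion cells, Müller glia, cornea, retinal pigment epithelium, lens, red blood cells, skeletal muscle, the W chromosome and RNAs without a poly(A) tail. The rule takes the first 2 tested genes of each retinal list and of the cornea list, and not all genes that it takes are described. Others are said to have been chosen after their values were seen.

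The pipeline was tested on simulated counts for 16700 genes, drawn from a negative binomial with the means and size factors of the data and 1 common dispersion, of which 13001 passed the filter. limma recovered 173 of 200 changed genes with a median absolute error of 0.15 on the log2 scale and called 8 unchanged genes. Differences between the replicates of a list were compared with 10000 random lists of the same size matched on expression in 20 bins. The alternatives covered normalization, gene filter, tool, libraries in the fit, the replicate number as a block, the adjustment, the threshold, thinning to the smallest library and leaving out each library, and for the principal components also the genes, the transformation and the scaling. Libraries with the same replicate number do not deviate together, since correlations across genes of the replicate differences of 2 groups ran from -0.05 to 0.05, so no pairing was used. Isoforms and reads outside genes were not analysed here.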

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

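The tests on chromosome Z, its neighbouring rows and 7SK RNA were all chosen only after the results were seen.

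A signal that the paper does not report appeared in 7 rows of the table. The rows follow the chromosomes in name order and end with 824 rows, of which 599 of the 600 that could be matched lie on chromosome Z in GRCg7b. Just before these come 16 rows, mostly identifiers without a name, that could not be matched. Of the 16, 7 have at least 20 reads in any library, and all 7 have at most 10 reads in both E8 libraries and at least 11 in each of the 6 others. Elsewhere 259 of 12954 rows with at least 20 reads (2.00%) follow that pattern. The thresholds were set after the values were seen. The sum over the rows was 11 and 9 reads in the E8 libraries, at most 0.332 RPM, and 1514 to 11547 in the others, at least 96.7 RPM. For example, ENSGALG00000014441 had 0 reads in both E8 libraries and 310 to 1731 in the others.

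The rows of chromosome Z themselves stood out in the comparisons with E8. Their median log2 fold change relative to genes on the other chromosomes was -0.53 between E18 and E8 retina and -0.66 between E16 and E8 retina. Over 27 other chromosomes this measure ran from -0.29 to 0.23 and from -0.18 to 0.29. The shift was one of the whole distribution, with quartiles at -0.56 and -0.52 in the first comparison. Of the tested genes of chromosome Z, 49.1% were called lower at E18 than at E8, against 30.4% elsewhere. Without these and the neighbouring rows, 8275 genes were called between E18 and E8 retina, 8019 between E16 and E8, 2326 between E18 and E16 and 8967 between E18 retina and cornea.

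Among technical explanations, a difference in library size is argued against, since thinning every library to the smallest total left the shift at -0.52. A candidate explanation is that both E8 embryos were male, with ZZ chromosomes, and the embryos of the 6 other libraries female, with ZW. Whether E18 retina and E18 cornea came from the same embryos is not established, so these libraries stand for 4 to 6 embryos. The 7 rows held 96.7 to 353 RPM in the 6 libraries other than E8, which goes with a difference in sex. So does the shift of all of chromosome Z. Levels were not alike in the tissues, since ENSGALG00000026991 had 14 and 43 reads in cornea and 2199 to 4125 in E16 and E18 retina. The W chromosome list could not test this explanation, because 3 of its 18 genes are in the table and all 3 are listed at 0 in the stretch without reads. Of 6 rows matched to chromosome W in GRCg7b, 5 are at 0, and the remaining row was not used as a test. A change with embryonic day cannot be told apart from a difference in sex, because all E8 libraries belong to 1 group. Between E16 and E18 retina the shift was 0.14, the other way, and outside the range of the other chromosomes, -0.29 to 0.09. The paper does not state the sex of the embryos. The hypothesis was found and tested on the same data.

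7SK RNA is a non-coding transcript that the paper does not discuss. It had reads in all 8 libraries, 7.31 to 57.9 RPM, above the limit that a count of 0 allows. Both E8 libraries were lowest, with 7.31 and 8.52. No explanation was tested for it.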

How the results depend on the processing

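No test in this part was chosen after a result was seen, apart from the 6 alternatives named as such. The other alternatives, and the rule for the genes named, were chosen before the data were examined.

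The number of called genes stayed within 1.5 times the reported one under every alternative to the normalization, the filter, the tool, the adjustment over named genes and to thinning to the smallest library, and for 3 of the 4 comparisons also when only the 4 libraries compared were used. Between E18 and E16 retina, the fit of only those 4 libraries called 5638 genes in place of 2450, and the marker lists then had 55 called genes in place of 28. It estimates the spread without the more variable E8 and cornea pairs, and this cause was not tested. An adjusted p under 0.1 gave 3801 genes in that comparison. A fold change of at least 2 left 5599 genes between E18 and E8 retina, 5313 between E16 and E8 and 813 between E18 and E16.

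Upper quartile normalization, run in edgeR's quasi-likelihood model, changed the balance of directions. Between E18 and E16 retina it called 1229 genes higher and 1603 lower, or 43.4% higher. This share was 57.6% in limma and 58.5% in the same edgeR model with DESeq2's size factors. Between E16 and E8 retina, upper quartile normalization called 5057 genes higher and 3423 lower, or 59.6% higher, against 52.9% and 52.7%. It moved the median of all genes by 0.15 between E16 and E8 retina, -0.10 between E18 and E16 and -0.16 between E18 retina and cornea, so the direction of changes of that size depends on the scaling.

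The alternatives chosen after seeing the data were edgeR with TMM normalization, pseudocounts of 0.1 and 10, eBayes without a trend, TMM scaling in limma, and a principal component analysis without the rows of chromosome Z and those before them. Of these, edgeR with TMM normalization had been set out beforehand as the main test for a table of counts, but not as an alternative. They kept each count of called genes within 1.5 times, the lowest being 1663 genes between E18 and E16 retina without a trend. The principal component analysis gave 98.6%.

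With the replicate number as a block, 8692, 8416, 2260 and 9361 genes were called in the 4 comparisons and 86, 78, 26 and 94 genes of the marker lists.

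The share of variance on the first 2 components was 94.4% with all genes, 97.7% with 2000 genes, 98.2% with log2(normalized count + 1), 98.4% with genes scaled to unit variance and 99.4% with the 6 retina libraries only. It ran from 98.4% to 99.0% across the 8 analyses that each left out 1 library. The cause of these differences was not tested.

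Leaving out 1 library at a time, the median absolute log2 fold change of called genes ran from 1.27 to 1.35 between E18 and E8 retina, 1.21 to 1.31 between E16 and E8, 0.72 to 0.88 between E18 and E16 and 1.64 to 1.68 between E18 retina and cornea. Of 58 results for genes chosen by the rule, 46 kept their call and direction under every alternative that fits a test. Among the other 12, there were 6 weaker and 21 stronger outcomes and none reversed. In 4 of 232 fits that left out a library, a fold change near 0 changed sign.

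On thinning, the comparison of E18 with E16 retina lost the largest share of its calls. At 50% of the reads limma called 2184 genes there in place of 2450, a smaller change than that to 5638 with only the 4 libraries compared. Thinning cannot show whether more reads than were sequenced would add calls.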

Differences from the paper's values

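The classes of RNA and the scores compared in this part were chosen only after the results were seen. With rlog values of the 500 most variable genes and all 8 libraries, the shares of variance did not differ from the share that the paper states or from those on its biplot. The share on PC2, about 16% on the biplot, read by eye, differed under other settings, among them all genes (28.9%), 2000 genes (24.7%), the variance stabilizing transformation (24.1%) and the 6 retina libraries (2.94%).

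The paper describes the libraries as holding polyadenylated transcripts and not non-coding RNA. Reads were counted on rows named for small nucleolar and Cajal body RNAs in every library, at 61.6 to 166 RPM. That is a trace, at most 0.0166% of the reads on genes. Whether these reads came from other transcripts that overlap the rows was not tested. The legend of Fig. 3 describes the second component as the embryonic stage. On it, E18 cornea had a mean score of -1.27, between E8 retina (45.2) and E16 retina (-18.2), while E18 retina had -25.8.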

Other observations

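The tests of sex, lens, pigment epithelium and red blood cells between replicates were set before the result was seen, and all others in this part only after.

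Between the 2 libraries of a group, 2.93% to 7.34% of the genes tested differed by more than 2-fold. A difference in sex within a pair is argued against, since the rows of chromosome Z differed from the others by at most 0.0443 on the log2 scale in any pair. Lens cells and pigment epithelium cells left on the retina stay open. The lowest percentile of the lens list among random lists in a retina pair was 7.39, and 7 of its 10 genes were higher in replicate 2 in each of the 3 pairs. The lowest percentile of the pigment epithelium list was 13.6, in E8 retina, where it held 30.5 and 53.0 RPM in replicates 1 and 2. The red blood cell list had only 2 tested genes, with 3 more listed at 0, so red blood cells could not be tested. Its 7 genes in the table together held at most 9.83 RPM. These percentiles describe 12 lists in 4 groups, 48 comparisons, of which 7 had a Benjamini-Hochberg adjusted share under 0.05.

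Several lists were higher in cornea replicate 2 than in replicate 1. The median log2 difference, replicate 1 minus 2, was -1.84 for ganglion cells (5 of 5 genes higher in replicate 2), -1.41 for Müller glia (7 of 8), -0.84 for pigment epithelium (10 of 11) and -0.69 for bipolar cells (5 of 8), with adjusted shares of 0.0048, 0.0048, 0.00768 and 0.00768. Retina left on the cornea is argued against. The ganglion cell list rose from 15.8 to 50.7 RPM, which would need 1.98% of retina and bring 186 RPM of photoreceptor genes, whereas these changed by -38.7. Library size is argued against by the difference of -1.88 that remained for the ganglion cell list after thinning. The source of the difference stays open, and corneal nerves or other tissue in the sample were not tested. The lens list also lay lower in replicate 1, at percentile 0.22 (adjusted share 0.0315), with 29.6 and 45.5 RPM in replicates 1 and 2. Of its genes, 7 were higher and 3 lower in replicate 2. Because the lists above were higher in replicate 2 as well, lens tissue cannot be told apart from their trend.

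The skeletal muscle list held 393 and 300.02 RPM in the cornea replicates and at most 12.1 in any retina library. No explanation was tested. In E16 retina the cornea list was lower in replicate 1 (13 of 15 genes, median -0.35, adjusted share 0.0064), also without a test of the cause.

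In E8 retina, the cell cycle list was higher in replicate 1 for 14 of 15 genes (median 0.33, adjusted share 0.0192). A younger embryo is a candidate explanation that stays open, because the precursor list lay at percentile 76.8 and the photoreceptor list at 10.1, neither beyond random lists. ATOH7 (chosen after its values were seen) had 10560 normalized counts in replicate 1 and 2483 in replicate 2.

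On the second component, the place of the cornea is partly set by the orthogonality of the components. The cornea was therefore also projected on the first component of the 6 retina libraries. This component held 96.9% of their variance, against 96.5% in the alternative analysis of the 6 retina libraries only. The reason for this difference was not established. The mean score of the cornea was 26.7, between E8 retina (66.6) and E16 retina (-27.9) and away from E18 retina (-38.7). This argues against reading that axis as embryonic day in cornea.

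Of the 1155 consecutive rows without reads, silence of the genes is argued against by the 10 ribosomal protein, proteasome and similar genes there, all at 0, while 1 of 180 such genes elsewhere is at 0. Reads lost to near-identical copies cannot be told apart from other causes, because the stretch was defined by its rows at 0, which make up 99.8% of it, and such copies were not sought. Of the genes that GRCg7b places on 7 numbered chromosomes that the order of the rows lacks, 96.8% (151 of 156) lie in the stretch, against 1.45% of all other matched genes. Those others include chromosome W, for which the order shows no run of matched rows either and 5 of 6 genes lie in the stretch, and unplaced sequences, with 4 of 4. This is consistent with the sequences that hold them having been left out of the counting.

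Among the matched rows named for microRNAs, 110 overlap a protein-coding gene in GRCg7b that has no row of its own under its name, and these held 89.9% of the reads. Of them, 32.7% had more than 24 reads over the 8 libraries (3 per library), against 17.4% of the 144 that overlap no such gene (Fisher's exact test, 2-sided, p = 0.00503, with rows as units). This is consistent with reads from messenger RNA counted on those rows, and does not exclude microRNA precursors. Of the 340 rows whose overlapping gene has a row, 16.8% had more than 24 reads. The list of RNAs without a poly(A) tail, 5 names set before the values were seen, has none of its names in the table.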
